A study of Phaeodactylum tricornutum with 9 samples.

How the data were processed

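The libraries came from the marine diatom Phaeodactylum tricornutum, strain Pt1 8.6, carrying a redox-sensitive green fluorescent protein (roGFP) in its chloroplast. The fluorescence of roGFP reports how oxidized its compartment is. Per the labels, cultures received 80 µM hydrogen peroxide, and 2.7 h later cells with oxidized roGFP (called sensitive) and cells with more reduced roGFP (called resilient) were separated by fluorescence-activated cell sorting. Untreated control cells were sorted straight afterwards from all roGFP-positive cells, whatever their oxidation. Each library was made from 20000 sorted cells with a bulk form of MARS-seq, in which reverse transcription attaches a sample barcode and a unique molecular identifier to each polyadenylated RNA molecule before the samples are pooled and amplified.

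Per the file headers, the authors deposited 1 table of 8214 genes with raw counts for each of the 9 libraries. The labels' protocols do not state the aligner, the counting program, the genome build, the annotation, or whether the counts are of molecular identifiers or of reads. No row had a highest count under 6. The deposited table also holds normalized signal values, which per the file headers are the counts scaled per library: the ratio of count to normalized value was 1 constant per library, with relative deviations of at most 5.1e-10. For each pair of groups the authors deposited a log2 fold change, a p-value and an adjusted p-value, per the file headers. The method behind them is not stated in the labels. The deposited adjusted p-values equalled a Benjamini-Hochberg adjustment over the 8214 rows to within 6.6e-07. DESeq2 with a group term and neither independent filtering nor the Cook's distance cutoff gave the same size factors as the deposited signal values and the same called genes in all 3 comparisons (2945, 1641 and 1787). The authors' log-transformed values and mean columns were not used here, and 0 columns of per-sample values lacked a matching sample.

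All 9 libraries entered 1 fit of the raw counts in edgeR 4.0.16 under R 4.3.3. The low-count filter filterByExpr kept 5086 genes, which held 98.23% of all counts. Libraries were scaled with TMM factors, and the robust quasi-likelihood test compared the groups two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. No covariate was used. One test of any difference among the 3 groups came from the same fit. Standard errors (SE) of log2 fold changes were derived from the quasi-likelihood F statistic. CPM stands for the count scaled to a common library total after TMM scaling. Log2 CPM used a prior count of 2. The test, samples, thresholds, naming rule and most alternative settings were set before the data were examined.

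Total counts per library lay between 358773 and 879232. With 3 libraries per group, the common biological coefficient of variation was 0.386. Intervals for genes with 1 to 3 counts in a group are exact (Clopper-Pearson) 95% intervals. Where a group had no count, a fold change was bounded by setting that group at 3 counts over its 3 libraries. Both cover counting error only. Within-group pairs of libraries differed by 5.05 to 10 times the sampling noise in a chi-square per degree of freedom, so no library was treated as a copy of another.

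Gene symbols came from the NCBI reference table of assembly ASM15095v2 by matching the number in each identifier to the number in the table's locus tag. Of 6851 identifiers with a plain gene number, 6680 (97.5%) matched, against a mean of 38.4% when the numbers were shifted by 1 to 10. The table gives symbols and no product names. A symbol was available for 510 rows and for 390 of the tested genes. A check on this matching came from the table's own row order: in the leading block of 326 genes with matched symbols, 98.77% of adjacent pairs were in alphabetical order of the symbols. The end of that block was chosen after the order had been seen. Because the build of the counts is not stated, the reference table served only for names and for the order of neighbouring genes. No symbol contained cathepsin or metacaspase, so genes of those families are not analysed here by name, and no row named for the roGFP transgene was used here.

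Genes named in the text followed a fixed rule. For each comparison these are the 3 genes with the largest rise and the 3 with the largest fall among called genes with a mean of at least 10 CPM, no overlap of the groups' libraries, and a symbol. The rule asked for a descriptive product name, for which the symbol stood in. Up to 3 members with the smallest p-values were added for each gene set named in the text. A gene named outside the rule is described as chosen after its values were seen.

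Gene sets were tested with camera in limma 3.58.1 with an inter-gene correlation of 0.01, and with fry, which estimates the correlation. Camera compares the changes of a set's genes with those of the other tested genes. Fry tests the set's genes for a shift away from no change, without regard to the other genes. Both tests and the set medians used log2 CPM, whose prior count pulls in the changes of genes with few counts, so medians of edgeR fold changes are given beside them. Sets needed at least 5 tested genes. Chaperones (9 genes) and light-harvesting proteins (22 genes) were picked by words fixed before the data were examined. The words fixed for antioxidants, the proteasome and ribosomal proteins are parts of product names, which the symbols do not contain. Lists by symbol were therefore written after fold changes had been seen: symbols starting with Trx-, GLRX, SOD, APX, gshB or Gsr_ for antioxidants (9 genes), with RPN for the proteasome (8 genes) and with RPL or RPS for ribosomal proteins. Cysteine peptidases had 0 members and ribosomal proteins 3, so neither was tested.

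The edgeR procedure was tested on simulated data with 200 genes changed per comparison, in both directions and by a few fixed sizes. It recovered 44.8% of the changed genes that passed the filter for oxidized against control (4236 genes tested), 40.7% for reduced against control (4169 genes tested) and 43% for oxidized against reduced (4204 genes tested). False calls made up 4.88%, 4.11% and 3.9% of calls, and the direction was right for 100% of recovered genes. Because comparisons share libraries, 20 data sets of 3 unchanged groups were simulated with TMM scaling to give the correlation and overlap that arise without any effect.

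The alternative settings were DESeq2 1.42.0, size factors by median of ratios (RLE) in edgeR, scaling by library size alone, no low-count filter, a mean count of at least 20, fits of only the groups compared, a replicate block, thinning to equal depth, an added 2-fold minimum, and omission of each library in turn. Figures were drawn with matplotlib 3.10.9.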

Results

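Transcripts were counted in 9 libraries of sorted Phaeodactylum tricornutum cells, with 3 libraries in each of 3 groups. The control group was untreated. The oxidized and reduced groups came from cultures treated with 80 µM hydrogen peroxide for 2.7 h and were separated by the oxidation of a chloroplast roGFP sensor. The comparisons address which genes separate cells classed as sensitive from cells classed as resilient, a question of cell fate. Total counts were 879232, 450624 and 790837 in control replicates 1 to 3. They were 358773, 635325 and 433341 in the oxidized replicates, and 724183, 390701 and 788552 in the reduced replicates. Depth therefore overlapped between the groups.

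The number of genes with at least 1 count ranged from 6560 to 6929 in control, 6297 to 6518 in oxidized and 6881 to 7507 in reduced libraries. After thinning every library to 358773 counts, 6334 ± 123 genes were detected in control, 6220.7 ± 73.7 in oxidized and 6980.3 ± 168 in reduced libraries (SD, n = 3 each). Each reduced library exceeded each library of the other groups at this depth. An exact permutation test of 3 libraries against 3 cannot give a two-sided p below 0.1. The 10 most abundant genes took 23.79% ± 2.08 of the counts in control, 16.14% ± 0.929 in oxidized and 12.72% ± 1.34 in reduced libraries (SD, n = 3 each). The TMM scaling factors followed these differences in composition, at 0.806 to 0.821, 0.97 to 1.05 and 1.18 to 1.27.

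Libraries of one group resembled each other more than libraries of different groups. Across genes, which are not independent replicates, Pearson's r of log2 CPM was 0.884 to 0.942 within control, 0.853 to 0.881 within oxidized and 0.866 to 0.888 within reduced. Between groups it was lowest for control and oxidized (0.4 to 0.517), and it reached 0.641 to 0.697 for control and reduced and 0.655 to 0.728 for oxidized and reduced. The first principal component held 58.5% of the variance. It placed control libraries at -77.5 to -74.5, reduced libraries at 0.574 to 3.21 and oxidized libraries at 68.4 to 78.7. The second component held 15.9% and set the reduced libraries (-53.1 to -40.3) apart from both other groups.

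**Figure D1:**
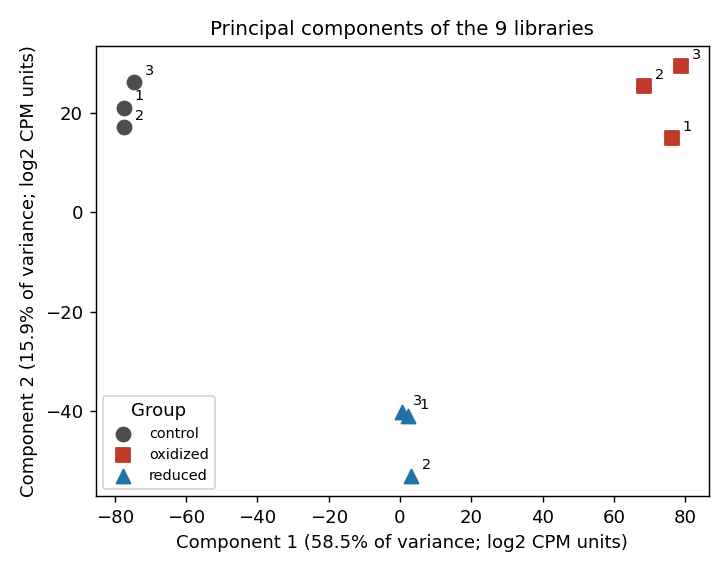
Scores of the 9 libraries on the first 2 principal components of log2 CPM, with the share of variance on each axis; each point is a library, numbered by replicate, and its colour and shape give the group. Reduced libraries lie at 0.574 to 3.21 on component 1, between control (-77.5 to -74.5) and oxidized (68.4 to 78.7), and at -53.1 to -40.3 on component 2.

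Of 5086 genes tested with edgeR's quasi-likelihood test, 2822 differed among the 3 groups at a Benjamini-Hochberg adjusted p under 0.05. Between oxidized and control libraries, 2714 genes differed, 1343 higher and 1371 lower in oxidized cells, and 2597 of them changed by at least 2-fold. Between reduced and control libraries, 1595 genes differed, 791 higher and 804 lower in reduced cells, 1443 of them by at least 2-fold. Between the treated groups, 1623 genes differed, 812 higher and 811 lower in oxidized cells, 1466 of them by at least 2-fold. The number differing among the 3 groups moved most, to 2245, when only genes with a mean count of 20 or more were tested. In simulations of unchanged groups the pairwise counts had a median of 0 and did not exceed 1.

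The count for oxidized against control moved most when only genes with a mean count of 20 or more were tested, to 2109. The balance of rises and falls depended on the scaling. With TMM factors, 49.5%, 49.6% and 50% of the calls in the 3 comparisons were rises. With library size alone these shares were 57%, 77.3% and 35.3%, because the median log2 fold change of the tested genes moved by 0.29, 0.6 and -0.3. By the authors' deposited values, 2945, 1641 and 1787 genes passed an adjusted p of 0.05, of which 1459, 876 and 867 were rises. Of the calls made here 2656, 1521 and 1584 were also calls in the authors' deposited table, and 2656, 1521 and 1584 of these had the same direction in both.

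Both treated groups shared much of their difference from control. In total 1364 genes were called in both comparisons with control, and 1332 of them (97.7%) changed in the same direction, 696 upwards and 636 downwards. Across all tested genes, the log2 fold changes of the 2 comparisons had r = 0.744 and the same sign in 78%. Shared control libraries alone gave a median r of 0.498 (range 0.484 to 0.534) and 66.9% of the same sign in 20 simulations of unchanged groups. The simulations tested 4170 to 4230 genes against 5086 in the data, and r depends on the low-count genes included, so the 2 values of r are not matched in genes. Computed from differences of mean log2 CPM, r was 0.758 with the same control libraries and 0.626 to 0.719 over 6 ways of giving each comparison different control libraries. Without the low-count filter the r of 0.744 became 0.598, and without control replicate 3 the count of 1364 became 1052. A further 1350 genes were called against control only in oxidized cells and 231 only in reduced cells. These counts are not tests of a difference between the treated groups, which the direct comparison gives.

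In oxidized cells, 1337 genes differed from both other groups in the same direction, 647 higher and 690 lower. The corresponding number for reduced cells was 178, with 61 higher and 117 lower, and it fell to 116 without control replicate 3 and to 118 without reduced replicate 2. The count for oxidized cells moved most, to 998, when only the groups compared entered the fit. Simulated unchanged groups gave at most 1 such gene for oxidized and 0 for reduced cells. For 545 genes all 3 pairwise comparisons were called and the reduced group lay between the others, with 233 rising and 312 falling from control to oxidized. Another 32 genes were called in opposite directions against control, of which 30 were higher in oxidized and lower in reduced cells and 2 were the reverse. With library size alone 17 genes had opposite calls, 11 of them higher in oxidized cells and 6 the reverse. Only 9 of the 32 kept opposite calls when libraries were scaled by size alone. Of the 32, fewer kept opposite calls whichever library was left out. The number was 11, 17 and 17 without control replicates 1 to 3 in turn. It was 25, 18 and 24 without oxidized replicates 1 to 3, and 23, 15 and 21 without reduced replicates 1 to 3.

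**Figure D2:**
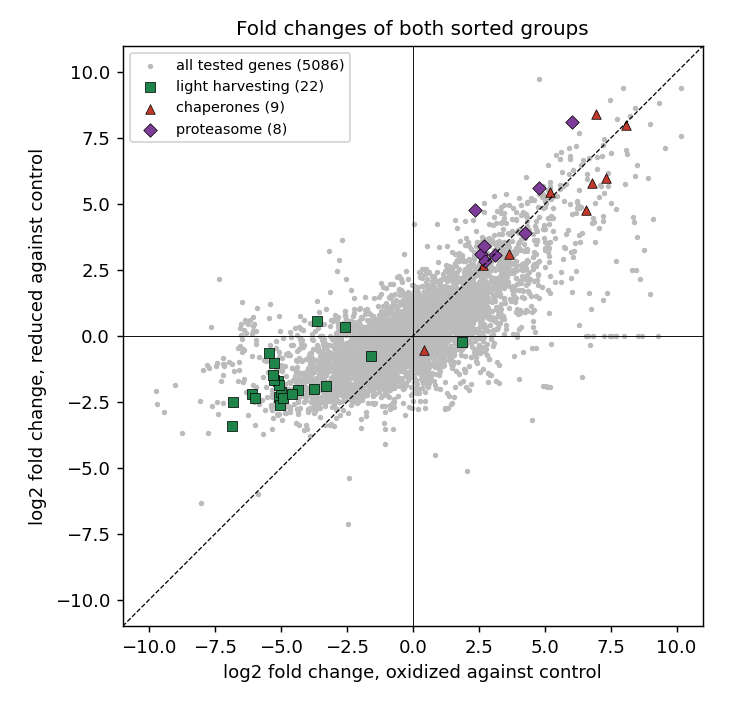
Log2 fold change against control in reduced cells (vertical axis) plotted against that in oxidized cells (horizontal axis); each grey point is 1 of 5086 tested genes, coloured symbols are members of 3 gene sets, and the dashed line marks equal change. The plotted values are edgeR fold changes. Their median was -5.04 in oxidized and -1.96 in reduced cells for the 22 light-harvesting genes. It was 6.58 and 5.46 for the 9 chaperone genes, and 2.91 and 3.65 for the 8 proteasome genes.

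The 22 light-harvesting genes encode pigment-binding antenna proteins, and most fell in both treated groups. Their median log2 fold change was -5.04 in oxidized against control (camera adjusted p 5.03e-11) and -1.94 in reduced against control (6.45e-08), and it was -3.08 in oxidized against reduced (6.05e-12). The medians of the edgeR fold changes were -5.04, -1.96 and -3.05. The first set median moved most without oxidized replicate 3, to -4.62. In the edgeR test 21 of the 22 were lower in oxidized cells than in control, and 18 were lower in reduced cells. Adjusted over the list alone, 22, 19 and 22 members were called in the 3 comparisons, against 22, 18 and 21 over all genes tested. The other 4 in reduced cells, named here after their values were seen, were not called: Lhcf6 (Phatr3_J29266, 0.55), Lhcf7 (Phatr3_J30643, 0.33), Lhcf9 (Phatr3_J30031, -0.65) and Lhcx3 (Phatr3_J44733). Lhcx3 was the exception in oxidized cells, with a log2 fold change of 1.87 in oxidized against control (edgeR adjusted p 0.000329) and -0.24 in reduced against control (0.676). The latter changed sign with scaling by library size alone. Summed over the 22 genes, light-harvesting transcripts made up 19.4% ± 0.90 of all counts in control, 0.766% ± 0.065 in oxidized and 5.85% ± 0.40 in reduced libraries (SD, n = 3 each). Members of this family resemble each other, and how reads shared between them were counted is not stated, so values of single members are uncertain.

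Lhcf5 (Phatr3_J30648) was among the 3 named genes with the largest falls in both treated groups. It had 78682 ± 9834 CPM in control, 677 ± 247 in oxidized and 7519 ± 1036 in reduced libraries (SD, n = 3 each). Its log2 fold change was -6.86 (SE 0.28) in oxidized against control (edgeR adjusted p 7.07e-13) and -3.39 (SE 0.24) in reduced against control (1.67e-09). The former moved most without oxidized replicate 1, to -6.57. Lhcf4 (Phatr3_J25168) went from 37534 ± 922 CPM in control to 549 ± 128 in oxidized and 8159 ± 907 in reduced libraries, and Lhcf3 (Phatr3_J50705) from 18913 ± 1193 to 297 ± 56.9 and 3685 ± 463 (SD, n = 3 each). Oxidized differed from reduced by a log2 fold change of -3.89 for Lhcf4 and -3.63 for Lhcf3 (edgeR adjusted p 2.86e-10 and 4.05e-10). Lhcf8 (Phatr3_J22395) was less abundant, with 1594 ± 875 CPM in control, 13.0 ± 11.8 in oxidized and 286 ± 69.3 in reduced libraries (SD, n = 3 each), and its oxidized libraries held 20 counts in total. Its log2 fold change in oxidized against control was -6.82 (SE 0.56, edgeR adjusted p 1.42e-08), and it was -7.66 without oxidized replicate 2 and -6.19 without oxidized replicate 3.

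Of the 9 chaperone genes, 8 were called as higher in each treated group than in control, with a set median log2 fold change of 4.95 in oxidized against control (camera adjusted p 1.08e-05) and 4.45 in reduced against control (2.37e-07). With HSP20C, which had no count in control, set at its bound, these medians were 4.95 and 5.24. The medians of the edgeR fold changes were larger, at 6.58 and 5.46. Adjusted over the list alone, 8 and 9 were called, and the ninth, HSP40A (Phatr3_J7924, chosen after its values were seen), was lower in reduced cells at -0.51, a sign that flipped with scaling by library size alone. Between oxidized and reduced the median was 0.522 (edgeR median 0.51) and the set was not past the threshold (camera adjusted p 0.18). Over all genes 4 members were called, and 4 over the list alone. Across the alternatives the chaperone median for oxidized against reduced ranged from 0.0839 without oxidized replicate 1 to 0.635 without reduced replicate 1. The proteasome set held only 8 genes with symbols starting with RPN, so it does not stand for the whole proteasome. Its medians were 2.80 and 3.47 against control (camera adjusted p 0.000139 and 6.45e-08) and -0.618 between oxidized and reduced (0.196), where the edgeR medians were 2.91, 3.65 and -0.62. The last passed the threshold under fry, run once with all libraries (adjusted p 0.00931; range over alternatives 0.00931 to 0.483, the others all from camera), and the direction of its member RPN2, which was not called, flipped between scalings. Over the 14 alternatives tried for each set, adjusted p-values against control reached at most 9.82e-05 and 3.77e-06 for chaperones and 0.000743 and 3.77e-06 for the proteasome.

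HSP70A (Phatr3_J54019) had 264 ± 64.6 CPM in control, 41959 ± 5974 in oxidized and 16917 ± 3893 in reduced libraries (SD, n = 3 each). Its log2 fold change was 7.31 (SE 0.26) in oxidized against control, and oxidized exceeded reduced by 1.31 (SE 0.20), with edgeR adjusted p of 1.77e-13 and 5.75e-05. HSP20B (Phatr3_J54150) rose from 22.2 ± 13.2 CPM to 5534 ± 2385 in oxidized and 5272 ± 1676 in reduced libraries (SD, n = 3 each). The log2 fold changes were 8.08 (SE 0.45) and 8.01 (SE 0.45), with edgeR adjusted p of 3.53e-11 and 2.12e-10, and the treated groups differed by less than the spread between replicates (adjusted p 0.888), with a direction that flipped with library size alone. HSP70F (Phatr3_J41417) rose from 858 ± 72.2 CPM to 10651 ± 669 in oxidized and 7461 ± 1121 in reduced libraries (SD, n = 3 each). Its difference between the treated groups, 0.51 on the log2 scale (edgeR adjusted p 0.0252), was no longer called without oxidized replicate 2 (0.0575), oxidized replicate 3 (0.0546), reduced replicate 2 (0.125) or reduced replicate 3 (0.0977), nor with library size alone (0.298), RLE factors (0.0543), no low-count filter (0.0783) or only the groups compared in the fit (0.076). Over all alternatives its adjusted p ranged from 0.0166 to 0.298. HSP20C (Phatr3_J36981) had 0 counts in control and 163 in reduced libraries, which made it at least 40-fold higher in reduced cells (edgeR adjusted p 0.000111). This bound was 24-fold without control replicate 1 and 25-fold without control replicate 3. MIZF (Phatr3_J47919), outside the chaperone set, rose from 4.76 ± 2.88 CPM in control to 898 ± 330 in oxidized and 163 ± 45.7 in reduced libraries (SD, n = 3 each), a log2 fold change of 7.51 (SE 0.47) in oxidized cells (edgeR adjusted p 1.09e-10). In the reference table HSP70A lies next to Phatr3_J7114 (8.11 in oxidized against control) and MIZF next to Phatr3_J47918 (5.78) and Phatr3_J22019 (3.85), neighbours named after their values were seen. Reads of one neighbour counted for another are not excluded for these genes.

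Among proteasome genes, RPN8 (Phatr3_J17259) had 2 counts in control and 865 in reduced libraries. The ratio was 322 after scaling (95% interval 89 to 2670), with an edgeR adjusted p of 4.79e-08. The ratio was 190 without control replicate 1 and 508 without control replicate 2, and oxidized libraries held 117 counts. RPN9 (Phatr3_J35065) rose from 136 ± 49.7 CPM in control to 2642 ± 327 in oxidized and 2056 ± 86.9 in reduced libraries (SD, n = 3 each), and the treated groups were not distinguished (edgeR adjusted p 0.213). Its neighbour Phatr3_J35064, named after its values were seen, also rose in oxidized cells (3.28), so shared reads are not excluded. RPN1 (Phatr3_J13622) rose from 6.60 ± 7.82 to 201 ± 59.4 and 355 ± 60.2 CPM (SD, n = 3 each). Its log2 fold change in oxidized against control was 4.79 (edgeR adjusted p 2.06e-07), and it was 6.63 without control replicate 3 and 4.19 without control replicate 1. In the reference table RPN1 overlaps a neighbouring gene, which also rose, so its counts are uncertain. Between the treated groups RPN1 had a log2 fold change of -0.83 (edgeR adjusted p 0.0896), and it was called when libraries were scaled by size alone (0.0204) and with only the groups compared in the fit (0.017; range over alternatives 0.017 to 0.292).

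The 9 antioxidant genes moved in both directions. Of the 7 called by edgeR in oxidized against control, 4 were higher and 3 lower. In reduced against control 4 were higher and 1 lower, and between oxidized and reduced 3 were higher and 3 lower. Adjusted over the list alone, 7, 6 and 6 were called. With scaling by library size alone, GLRXC2 changed direction in both comparisons with control, SOD2 in reduced against control and GLRX1 in oxidized against reduced. None of these was called in the comparison where it changed direction, and the 3 genes were chosen after their values were seen. The set medians of 0.0726, 0.425 and -0.081 were not past the threshold with camera (adjusted p 0.517, 0.18 and 0.888). For oxidized against control the edgeR median was -0.202 and the mean of log2 CPM differences was 0.328, which differ in sign. The edgeR medians in the other comparisons were 0.38 and -0.19. fry called the set in oxidized against control (adjusted p 0.000274) and in reduced against control (5.98e-05), and it called the light-harvesting, chaperone and proteasome sets against control as camera did. Between oxidized and reduced, fry called the light-harvesting set (1.26e-06), as camera did, and not the chaperones (0.0548) or the antioxidants (0.0687). gshB (Phatr3_J25876) rose from 101 ± 16.4 CPM in control to 1053 ± 44.0 in oxidized and 450 ± 26.6 in reduced libraries, and Gsr_1 (Phatr3_J49167) from 296 ± 39.3 to 2386 ± 304 and 1313 ± 206 (SD, n = 3 each). SOD1 (Phatr3_J12583) fell from 2971 ± 313 to 273 ± 60.7 and 1023 ± 249 CPM (SD, n = 3 each). Oxidized and reduced cells differed for each of the 3 genes, by log2 fold changes of 1.23, 0.86 and -1.91 (edgeR adjusted p 0.00014, 0.00217 and 3.25e-06).

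**Figure D3:**
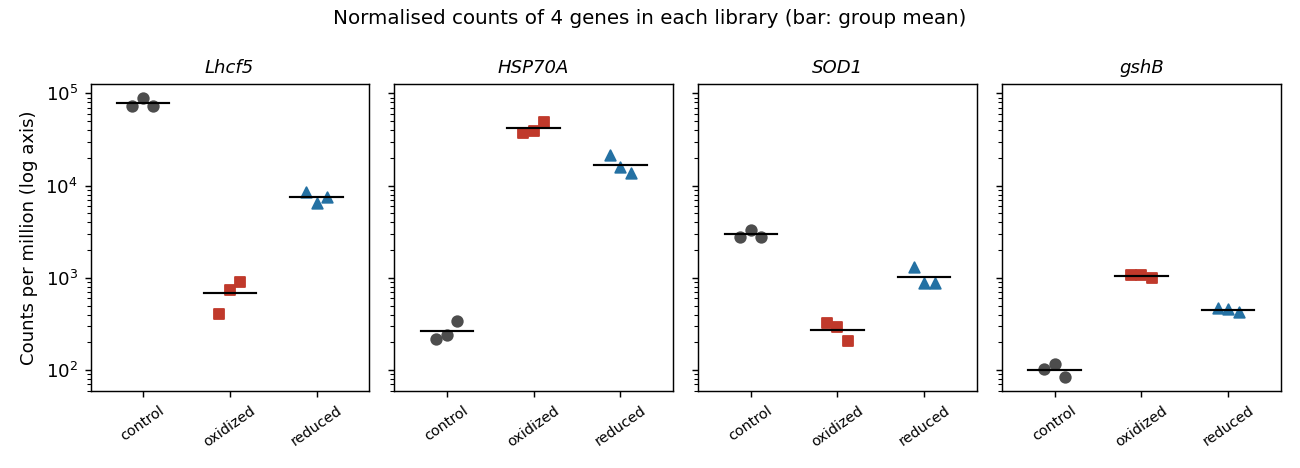
CPM of Lhcf5, HSP70A, SOD1 and gshB in each library on a logarithmic axis; each point is a library, and the bar is the mean of the 3 libraries of a group. In each panel the reduced libraries lie between the control and oxidized libraries, for example 7519 CPM for Lhcf5 between 78682 in control and 677 in oxidized.

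For reduced against control, 167 of the 1551 genes that met the other conditions of the naming rule had a symbol, and only these were ranked. Of the other named genes with the largest falls in reduced against control, PTD6 (Phatr3_J29488) went from 706 ± 222 CPM to 59.7 ± 19.8, and to 16.9 ± 3.02 in oxidized libraries (SD, n = 3 each). Its log2 fold change in reduced cells was -3.53 (SE 0.32, edgeR adjusted p 4.89e-08). FAD2 (Phatr3_J25769) went from 546 ± 197 CPM to 53.8 ± 16.0 in reduced and 34.2 ± 11.6 in oxidized libraries (SD, n = 3 each), with -3.37 (SE 0.35) in reduced cells (edgeR adjusted p 3.2e-07). The treated groups were not distinguished for FAD2 (adjusted p 0.208).

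The largest named differences between oxidized and reduced cells included several genes with few counts. APC6 (Phatr3_J1550) had 0 counts in oxidized, 31 in control and 35 in reduced libraries. It was at least 8.5-fold lower in oxidized than in control cells and at least 7.1-fold lower than in reduced cells (edgeR adjusted p 0.00311 and 0.00937). Without oxidized replicate 2 these bounds were 4.8-fold and 4-fold, and without reduced replicate 3 the bound against reduced cells was 4.2-fold. APC6 did not pass the low-count filter without reduced replicate 3, so it was not tested there. PYC1 (Phatr3_J30519) had 1 count in oxidized and 155 in reduced libraries, a ratio of 94.9 (95% interval 16.8 to 3770, edgeR adjusted p 0.000173). Of the reduced libraries 1 held 111 of these counts, and the ratio was 46.6 without reduced replicate 3. Without oxidized replicate 2, which held the single count, PYC1 was at least 18-fold lower in oxidized cells. CaM1 (Phatr3_J23794) had 1 and 99 counts, a ratio of 60.6 (95% interval 10.6 to 2420, edgeR adjusted p 0.00626), and it was at least 11-fold lower without oxidized replicate 2. In the other direction, DHC1 (Phatr3_J31156) had 41 counts in oxidized and 1 in reduced libraries, a ratio of 67.0 (95% interval 11.4 to 2710, edgeR adjusted p 0.00539), and the call was lost without oxidized replicate 1 (0.0516; range over alternatives 0.00195 to 0.0516). The DHC1 ratio was 42.2 without oxidized replicate 1, 42.5 without reduced replicate 1 and 38.7 without reduced replicate 3, and DHC1 was at least 18-fold higher without reduced replicate 2. NLTF (Phatr3_J36891) reached 926 ± 367 CPM in oxidized against 128 ± 54.2 in reduced and 33.5 ± 25.3 in control libraries (SD, n = 3 each), a log2 fold change of 2.83 (SE 0.40) between the treated groups (edgeR adjusted p 2.32e-05). CYCH1 (Phatr3_J36892) reached 159 ± 98.2 against 11 ± 4.13 and 9.45 ± 6.85 CPM (SD, n = 3 each), with 3.77 (SE 0.67, edgeR adjusted p 0.000288). NLTF and CYCH1 are neighbours in the reference table, and reads of one counted for the other are not excluded.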

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

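The tests of library-size scaling on the light-harvesting set and on the opposite calls against control, and the splits of the libraries, were chosen only after the results had been seen.

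The light-harvesting set fell further in oxidized than in reduced cells. The difference between the effects against control is the oxidized against reduced comparison itself, which gave a median log2 fold change of -3.08 over 22 genes (camera adjusted p 6.05e-12). Scaling of libraries whose composition differs does not account for it: with library size alone the median was -3.39. Reads assigned to the wrong member of the family would leave the family's summed share level, yet that share was at most 0.831% in oxidized libraries and at least 5.47% in reduced libraries. In the 10 splits of these 6 libraries, 1 gave a set p-value as small, the real one. So few splits can never exclude chance, and they add nothing for or against the adjusted p above. A difference between sensitive and resilient cells is the explanation that the design names, and it stays open together with any effect of sorting on roGFP oxidation.

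For 32 genes, the effects against control had opposite directions in oxidized and reduced cells, and all 32 were also called in the direct comparison of the treated groups. Opposite calls against the same control libraries all but fix the direct call, so it is no separate support. The absolute log2 difference of the 32 genes between oxidized and reduced was 1.52 to 4.04. Scaling does not remove this difference, since 32 of 32 were still called between oxidized and reduced with library size alone. The position of control between the treated groups is less secure. Under library-size scaling 32 of the 32 kept opposite signs, but 9 kept both calls against control. For these 9 genes the composition factors are argued against as the cause of the opposite directions, while for the remaining 23 genes a scaling effect and a difference between the groups cannot be told apart because 1 or both calls were lost. With RLE factors 24 of the 32 kept opposite calls, with DESeq2 25 did, and with the replicate number as a block 19 did. Leaving out 1 library left between 11 and 25, with 11 without control replicate 1, 17 without control replicate 2, 17 without control replicate 3, 18 without oxidized replicate 2, 15 without reduced replicate 2 and 21 without reduced replicate 3. Of the 32 genes, 0 have a symbol in the reference table. A biological difference between the sorted groups was not tested apart from this.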

How the results depend on the processing

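The splits of the libraries were chosen as tests only after the results had been seen. Alternatives chosen after seeing the data were the authors' deposited adjusted p-values, DESeq2 without independent filtering, set tests with library size alone, comparisons using different control libraries, and the symbol lists for antioxidants and the proteasome. The alternative, listed from the start, that picks set members by words in the product name was not run, since the reference table used here holds symbols only.

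Of 136 alternative counts of called genes, 134 stayed within 1.5 times the reported count. The exceptions were the genes changed in reduced against both other groups, 116 without control replicate 3 and 118 without reduced replicate 2, where fewer libraries were tested. Leaving out 1 library gave 116 to 175 for that count, 2386 to 2803 for oxidized against control, 1198 to 1675 for reduced against control and 1359 to 1717 for oxidized against reduced. Over all alternatives the ranges were 2109 to 3013, 1198 to 1759 and 1359 to 1832, and 116 to 206 for reduced against both. Where calls were shared with the reported fit under TMM, 0 had the opposite direction under library-size scaling, RLE or DESeq2.

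The correlation of fold changes between the comparisons with control was 0.604 with DESeq2, 0.604 with DESeq2 without independent filtering, 0.601 in the authors' deposited table, 0.598 without the low-count filter and 0.626 in the lowest division of the control libraries, against 0.744 reported. The first 4 of these include genes with low counts, which the reported fit leaves out. The value with different control libraries was computed from mean log2 CPM, where the same control libraries gave 0.758. The median of 0.498 in simulated unchanged groups holds for the 4170 to 4230 genes that passed the filter in the simulations, with shared controls, so it is no reference for these 5 values.

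For gene sets, 159 of 168 alternatives kept direction and side of the threshold. In 6 the antioxidant median, near 0 and not past the threshold, changed sign. Without 1 library it ranged from -0.0914 to 0.805 in oxidized against control and from -0.454 to 0.145 in oxidized against reduced, with negative values without control replicate 3 and oxidized replicate 3 (-0.0713) in the former. In the latter it was positive without oxidized replicate 1 (0.032), oxidized replicate 2 (0.0321), reduced replicate 2 (0.0469) and reduced replicate 3. The cause was not tested. Fry was run once per set and comparison, with all libraries, so the other values in the ranges below come from camera. With fry the antioxidants passed the threshold in oxidized against control (median 0.0726, adjusted p 0.000274, range over alternatives 0.000274 to 0.667) and in reduced against control (0.425, 5.98e-05, range 5.98e-05 to 0.257). The proteasome passed it in oxidized against reduced (-0.618, 0.00931, range 0.00931 to 0.483). Fry and camera ask different questions, so a call by fry alone does not show that a set changed more than other genes. How much of the differences between them comes from this was not tested.

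Alternatives were counted for 34 fold changes of named genes, which are not all of those printed here. For these, 622 of 633 alternatives kept direction and side of the threshold, 9 were no longer called, 2 became called and 0 changed direction. HSP20B between oxidized and reduced was not among the 34. It was not called, and its direction flipped with library size alone. The calls lost were of DHC1 and HSP70F, and the calls gained were of RPN1 between oxidized and reduced. APC6 did not pass the low-count filter with thinning to equal depth, with only the groups compared in the fit, with a mean count of at least 20 or without reduced replicate 3, and its calls held in the other 15 alternatives. DHC1, PYC1 and CaM1 also failed a filter in at least 1 alternative each. The cause was not tested for HSP70F, whose adjusted p for oxidized against reduced ranged from 0.0166 to 0.298.

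The labels name no pairing of libraries with the same replicate number. The deviations of such libraries from the group means correlated at -0.13 to 0.10 over 9 pairs, with 0 pairs above 0.1. With 3 libraries per group, these values do not exclude that same-numbered libraries came from a shared culture. A fit with the replicate number as a block gave 2554, 1455 and 1461 genes for the 3 pairwise comparisons and 2617 for genes differing among the 3 groups (replicate block).

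In the splits of 6 libraries into 3 and 3, 1 of 10 gave a count as large for each pairwise comparison, the real one. A share under 0.05 is out of reach with 10 splits, so chance is not excluded in that way. Of 100 splits of the 9 libraries, drawn from 280, 1 gave as many genes differing among the 3 groups, 1 as many called in both comparisons with control, 1 as many changed in oxidized against both, and 4 as many changed in reduced against both, the real one included each time. These shares are under 0.05, which argues against chance for the first count. The other counts also depend on which group carries which name. Splits that keep the real groups under exchanged names were left out, so the shares of these counts are not a full test. For the last, another split gave as many as 803 genes against the real 178. Its share of 4 in 100 comes from a sample of the 280 splits and lies close to 0.05, so chance is not excluded for that count. For the gene sets in 10 splits, 1 gave as small a p-value for light harvesting in each of the 3 comparisons, and 1 for chaperones and the proteasome against control. Antioxidants gave 3, 2 and 9 of 10 in the 3 comparisons, and chaperones and the proteasome 4 and 4 of 10 between oxidized and reduced.

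Depth limits genes with few counts: APC6 and DHC1 did not pass the low-count filter after thinning to equal depth. In simulated data with these library sizes and 3 libraries per group, 44.8%, 40.7% and 43% of changed genes were recovered in the 3 comparisons, so the lack of a call does not show the lack of a difference. How much of that loss comes from depth and how much from the spread between replicates was not tested.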

Other observations

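The tests of mixing, of total counts and of abundant genes, the pools of 2 libraries of the same group, the tests of neighbouring genes and of counts held by 1 library were chosen only after the results had been seen.

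Reduced libraries lay between control and oxidized libraries on the first principal component, which might come from a sort that holds a mixture of control-like and oxidized-like cells. A mixture of 2 profiles cannot place a gene outside both of them in CPM of total counts. With libraries scaled by total counts, 206 genes were called in reduced against both other groups in the same direction, while unchanged groups simulated with TMM scaling gave 0. A mixture also needs 1 mixing share for all genes of a library. Among genes changed at least 4-fold between control and oxidized, with a mean of at least 50 CPM over these 2 groups, the median share of the oxidized profile in the reduced libraries, computed from CPM of total counts, was 0.383 to 0.434 for 511 genes that rose and 0.624 to 0.66 for 468 genes that fell. Choosing genes by a large change could itself open such a gap, so equal parts of 1 control and 1 oxidized library were pooled and measured against the other 4 libraries of these groups. The share for genes that fell minus that for genes that rose was -0.0325 to 0.1 in 9 pools and 0.184 to 0.302 in the reduced libraries measured the same way. A mixture of these 2 kinds of cell is therefore argued against as the only cause. Partial mixing on top of a distinct reduced profile stays open, as does a milder response of the resilient cells, which was not tested apart from mixing.

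More genes were detected in reduced libraries at equal total counts. A difference in total counts does not explain it, since the lowest reduced library still had 6844 genes at 358773 counts, and the highest library of the other groups had 6410. Whether counts are molecules or reads is not stated, and if they are reads, a difference in the number of molecules sampled stays open. A few genes taking most of the counts does not explain it either. Without the 200 most abundant genes, which held 45.5% to 60.4% of the counts, and with the rest thinned to 178550 counts, the lowest reduced library had 6586 genes and the highest other library 6361. Pools of equal parts of a control and an oxidized library, thinned to 358773 counts, gave 6774 to 7100 genes over 9 pools. Joining 2 libraries by itself raised the number, to 6464 to 6724 in pools of 2 control libraries, 6536 to 6686 of 2 oxidized and 7309 to 7409 of 2 reduced libraries, with 3 pools each. Mixed pools thus exceeded pools within control or oxidized, but the highest stayed below the lowest pool of reduced libraries. Whether transcripts of both kinds account for the whole excess cannot be told apart from other causes, because only equal parts were pooled and a single library has no mixed counterpart.

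Fold changes of genes that neighbour each other in the reference table were correlated. For oxidized against control, r across 2196 adjacent pairs was 0.16, and it was 0.11 for genes 2 apart, 0.064 for genes 3 apart and 0.015 for genes 10 apart. In 1000 shuffles of the gene order r for genes 2 apart reached at most 0.066. The permutation p was 0.001, the smallest that 1000 shuffles can give, and 0.003 after adjustment over 18 comparisons. For oxidized against reduced r was 0.13 for adjacent genes and 0.13 for genes 2 apart (highest shuffle 0.067, adjusted p 0.003). Genes 2 apart share the gene between them, whose reads could be counted for both, so only wider distances bear on such reads. For genes 3 apart r was 0.098 in oxidized against reduced (highest shuffle 0.08, adjusted p 0.003). In oxidized against control it was 0.064 (highest shuffle 0.065, adjusted p 0.0051). Reads counted for an adjacent gene would not link genes 3 apart. They are therefore argued against as the only source in these comparisons, more narrowly in oxidized against control. For reduced against control r was 0.11 for adjacent genes and 0.039 for genes 2 apart (highest shuffle 0.064, adjusted p 0.082), and there the counting of reads for an adjacent gene and a shared change of neighbours cannot be told apart, because r past the adjacent gene lay within the shuffles. Neighbouring copies of a gene family, such as Lhcf3 and Lhcf4, may add to the correlation and were not separated. The correlations are small, genes are not independent replicates, and the gene order comes from an assembly that may not be the one used for the counts.

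For 5 genes at least 90% of the counts, and at least 50 counts, lay in 1 library. They were chosen after their values were seen. Phatr3_EG02023 had 1932 counts in reduced replicate 3 and at most 18 in any other library. Phatr3_EG00925 had 623 counts in control replicate 2 and at most 6 elsewhere, Phatr3_J46890 had 391 in reduced replicate 1 and at most 5 elsewhere, EPrPhatr3G00000013168 had 244 in reduced replicate 1 and 0 elsewhere, and Phatr3_EG01891 had 55 in oxidized replicate 2 and at most 1 elsewhere. Of these genes 1, Phatr3_EG02023, passed the low-count filter, and edgeR did not call it in any of the 3 comparisons. Carry-over of foreign RNA into 1 library could bring such genes together, and at most 2 fell in the same library. With 5 genes in 4 libraries, carry-over, uneven amplification and expression in a single culture cannot be told apart. No biological explanation was tested.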
